A study of Homo sapiens with 8 samples. Its data were reported in "Dual Targeting of PDGFRα and FGFR1 Displays Synergistic Efficacy in Malignant Rhabdoid Tumors" (2016).

How the data were processed

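Gene expression was measured in A204 cells on 8 Illumina HumanHT-12 arrays, from total RNA labeled with biotin. The labels give 3 groups: parental cells without drug (2 arrays), parental cells in 5 µM dasatinib, pazopanib or sunitinib (1 array each) and the resistant sublines DasR, PazR and SunR in the same dose of their own drug (1 array each). The authors preprocessed the signals with beadarray, transformed them to log2 and quantile normalized them, and the deposited table holds log2 intensity for 48107 probes in every array. The sorted values of any pair of arrays differed by at most 0.00117, so that every array had the same median (6.67). No detection p-values and no further columns per sample were in the deposited table, and the sources used here do not say how background was treated or give array dates, chips or batches. Array data have no read depth, so the number of arrays limits the precision.

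Probes were matched to gene symbols through the identifiers in the table and the current human annotation. Exactly 1 symbol was found for 30113 probes (20046 genes), several for 8 and none for 17986, and probes without a name stayed in every test. Comparisons were made per probe in R 4.3.3 with limma 3.58.1 (lmFit, eBayes with an intensity trend), with Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. The comparison of resistant sublines with treated parental cells used these 6 arrays, and the comparisons with untreated cells used 1 fit of all 8 arrays in 3 groups. The study ranked genes by Signal2Noise. That ranking was run as an alternative, next to a plain t-test (the methods' t-test) with and without adjustment. The paper names Student's t test for its figures in general, while its array methods give Signal2Noise with a false discovery rate. The replicate numbers used here do not pair arrays, but drugs do. The deviations of parental and resistant arrays from their group means correlated across probes at 0.126 for dasatinib, 0.184 for pazopanib and 0.199 for sunitinib, against 0.007, 0.051 and -0.134 for the best pairing with another drug. A fit with the drug as a block was therefore tried as an alternative.

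Before the data were examined, 34 gene lists were fixed from general knowledge, with 706 of 762 entries measured. The lists left out genes that the study's heatmaps name, except PDGFRA. They covered receptor tyrosine kinases, PDGF and FGF ligands, ERK pathway output, FOXO targets, RAS, RAF and MAPK components, PI3K, AKT and mTOR components, SRC family kinases, TGF-beta and BMP targets, YAP targets, SRF targets and the actin cytoskeleton, S phase and DNA replication, G2 and mitosis, histone genes, ribosomal proteins, p53 targets, the BCL2 family, NRF2 targets, AHR targets, the amino acid and integrated stress response, the unfolded protein response, heat shock, hypoxia and glycolysis, the interferon response, cholesterol biosynthesis, fatty acid synthesis, lysosome, drug efflux transporters, SWI/SNF subunits, extracellular matrix, and markers of neural, myogenic, epithelial, leukocyte and endothelial cells. Lists were tested with camera (preset correlation 0.01) on 1 probe per gene, the one with the highest mean signal, and adjusted over the 34 lists of a comparison. Each was run again with an estimated correlation and with fry. Genes are also counted when adjusted over the list alone.

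The rule for named genes was fixed before the data were examined as well. It takes PDGFRA, FGFR1, PDGFRB, KIT, CSF1R, EGFR and SMARCB1 everywhere, and per comparison the 10 highest and 10 lowest genes by log2 change among probes with 1 symbol that passed and whose groups did not overlap, each gene by its most changed probe. Where none passed, the 5 of smallest p are given as values, and for a list up to 4 of its genes with the smallest p. The genes named for single arrays in the closing section, and those named from the fit with the array set, were chosen after their values were seen.

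Distances between arrays were Euclidean over probes scaled to mean 0 and SD 1, with average linkage. The difference between groups was tested by an exact permutation over the 10 splits of the 5 parental arrays. The covariance of the changes in a pair of comparisons was set beside 100 simulations of unchanged groups, with independent noise for each probe and array. For chromosome regions, the median difference of DasR was ranked among 10000 random gene lists matched on mean signal in 20 bins, using the brighter 50% of the probes (24053). Gene order came from the RefSeq annotation. Single drugs were compared without a test, as counts of probes differing by over 1 on the log2 scale.

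The alternatives tried were eBayes without a trend or with robust estimation, the brighter 50% of the probes, a second quantile normalization, centering on the median of the brighter 50%, 50 added to the linear intensity, 1 probe per gene, leaving out each array or each drug, fewer or more arrays in a fit, and the drug block. The array set as a term was added after seeing the data. It puts untreated replicate 1 with the sublines and untreated replicate 2 with treated parental cells, a division that the labels do not give. With it the untreated arrays are fitted exactly, and the spread comes from the other 6 arrays. Leaving out 1 array of the untreated pair likewise leaves a lone sample that is assumed to vary like the other groups. The 3 comparisons were tested on simulated data with these group sizes, where limma recovered 42% to 47% of changes of 1 and 91% to 94% of changes of 2 on the log2 scale, with at most 9 false calls among 48107 probes. The simulated noise was independent, without array sets, and the changes were placed in the brighter 50% of the probes. These rates therefore do not carry over to dim probes or to data with a set difference.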

Results

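The data were 8 Illumina expression arrays of A204, an established human malignant rhabdoid tumor (MRT) cell line that lacks SMARCB1, a core subunit of the SWI/SNF chromatin remodeling complex. Parental cells without drug had 2 arrays. Their labels say no drug, while the paper speaks of a DMSO control, so whether vehicle was present is open, and without it a difference from them would include any effect of vehicle. Parental cells in a tyrosine kinase inhibitor (TKI) at 5 µM had 3, with 1 array each for dasatinib, pazopanib and sunitinib. The sublines with acquired resistance to dasatinib (DasR), pazopanib (PazR) and sunitinib (SunR) had 1 array each, taken in the drug they had become resistant to. Each array gave 48107 probe signals on the log2 scale, and 30113 of the probes matched exactly 1 gene symbol here, covering 20046 genes. Every array had the same median signal, 6.67, as quantile normalization makes it, and the number of arrays limits the precision. Nothing in the labels says that replicates came from separate cultures, so p-values measure the spread between arrays. With 1 array per drug, the spread within a group includes differences between drugs.

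The sublines served to look for drivers besides the receptors that the 3 TKIs inhibit, so the levels of these receptors come first. PDGFRA, a receptor for platelet-derived growth factors, was a bright gene (percentile 97.0 of the probe means), and it was lower in all 3 resistant sublines. Its brighter probe (ILMN_2086470) read 12.29 ± 0.30 (SD, n = 2) without drug and 12.47 ± 0.21 (SD, n = 3) in parental cells in TKI. In the sublines it read 9.98 ± 0.42 (SD, n = 3). A second probe (ILMN_1681949) read 11.8 ± 0.48 (SD, n = 3) in treated parental cells and 8.41 ± 0.39 (SD, n = 3) in the sublines. FGFR1, a fibroblast growth factor receptor, read 7.62 ± 0.18 (SD, n = 2) without drug, 7.81 ± 0.08 (SD, n = 3) in treated parental cells and 7.83 ± 0.09 (SD, n = 3) in the sublines, and it did not pass in any of the 3 comparisons (limma, lowest adjusted p = 0.684). A second FGFR1 probe (ILMN_1729369), with means of 6.43 to 6.54, did not pass either (lowest adjusted p = 0.659). PDGFRB, KIT, CSF1R and EGFR are other receptor tyrosine kinases, and the paper counts KIT and CSF1R among the shared targets of the 3 TKIs. Mean signals were 6.36 for PDGFRB, 6.55 for KIT, 6.59 for CSF1R and 6.72 for EGFR. The SMARCB1 probe, for a gene that A204 cells have lost, read 6.82, at percentile 61.8 of the probe means, so signals of this height were not evidence of expression. A change that starts from or ends at such a signal may be understated, which was not tested, and its rank by size is not exact. By these probes, the brightest of each gene, none of the 5 genes passed in any comparison. Between the sublines and treated parental cells other EGFR probes stood at -0.10, -0.06 and 0.44, another KIT probe at 0.16 and another SMARCB1 probe at -0.04. Against untreated cells these EGFR probes stood at -0.05, 0.00 and 0.31. Whether these other probes passed is not given here.

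**Figure D1:**
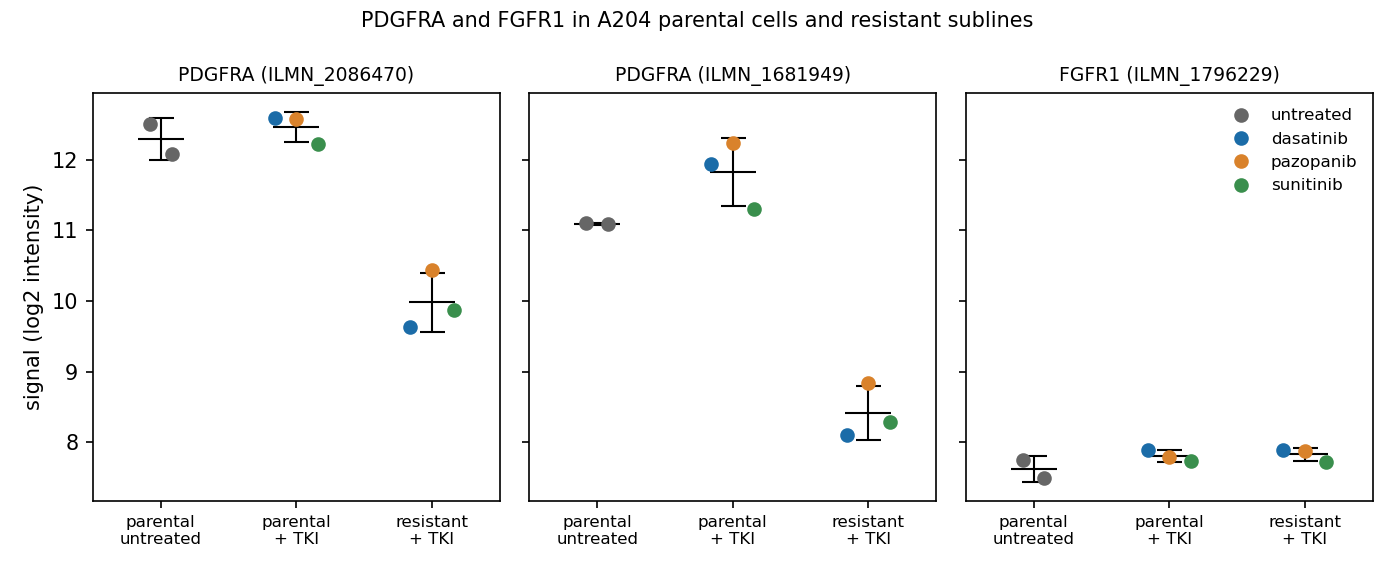
Signal (log2 intensity) of PDGFRA, by 2 probes, and of FGFR1 in each array (points, colored by drug), with the mean and SD of each group (bars). The brighter PDGFRA probe lay at 9.98 on average in the resistant sublines and at 12.47 in treated parental cells, while FGFR1 lay at 7.83 and 7.81.

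The first comparison set the 3 resistant sublines in drug against parental cells in the same drugs, which asks what separates resistant from sensitive cells under a TKI. In the sublines 1302 probes were higher and 1604 were lower (limma, adjusted p under 0.05, 2906 of 48107 probes, in 1842 named genes). PDGFRA fell by 2.48 (log2, SE 0.24, n = 3 and 3, adjusted p = 0.000359), a 5.60-fold drop, and by 3.42 (SE 0.29, adjusted p = 0.00025) by its second probe. After PDGFRA and a probe of ribosomal RNA (RNA28SN5, -3.39), the largest drops were in SCRG1 (-3.23), RGS17 (-3.16) and CDH19 (-3.12, reading 6.59 in the sublines). SCRG1 was first found in scrapie-infected brain, RGS17 is a brake on G protein signaling, and CDH19 is a cadherin of neural crest and glial cells. The 10 lowest of the called genes also held RADX (-2.49), which binds single-stranded DNA at replication forks, COL9A2 (-2.46, ending at 6.82), a chain of a cartilage collagen, CYP27A1 (-2.51), a sterol hydroxylase of bile acid synthesis, and SGCE (-2.49), a sarcoglycan. The largest called rises were in AKR1C4 (3.52, SE 0.36, adjusted p = 0.000393), an aldo-keto reductase of steroid metabolism, ATP1B1 (3.30, from 6.62 in treated parental cells), a subunit of the sodium-potassium pump, and COXFA4L3 (3.11), a mitochondrial protein related to respiratory complex subunits.

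PPP2R2C (2.68, adjusted p = 5.26e-05), a regulatory subunit of protein phosphatase PP2A, MSX1 (2.67), a homeobox transcription factor, and RANBP3L (2.33), a Ran-binding protein, rose in the same comparison. CAMK2N1 (2.61), an inhibitor of calmodulin-dependent kinase, DOCK10 (2.53, from 6.75), TRIM55 (2.44), a muscle RING-finger protein, and BCAR3 (2.23), an adaptor of adhesion signaling, completed the 10 highest of the called genes. A second ribosomal RNA, RNA18SN5 (-2.69), was among the 10 lowest called. These values come from the called probe that changed most, and other probes of the same genes stood closer to 0: 1.46 for ATP1B1, 3.05 and 0.44 for COXFA4L3, 1.94, 0.07 and 0.06 for PPP2R2C, 2.34 and 0.28 for TRIM55, 1.42 for RANBP3L, -1.52 for RNA28SN5, -0.10 for AKR1C4 and -0.08 for CDH19. The second probes of AKR1C4 and CDH19, and those of PPP2R2C and TRIM55 with the smallest values, read below SMARCB1 (6.82) in every group, so AKR1C4 and CDH19 rest on 1 probe each. The calls for PDGFRA, SCRG1, RGS17, CDH19, RADX, COL9A2, AKR1C4, ATP1B1, COXFA4L3, PPP2R2C, MSX1 and RANBP3L held without each array in turn (largest adjusted p = 0.0292, for MSX1). BCAR3 kept its call only without DasR, and CYP27A1 only without SunR. Without the others their adjusted p reached 0.166 and 0.151. The calls for DOCK10 (adjusted p up to 0.123) and TRIM55 (up to 0.0898) ended without any of the 3 treated parental arrays or without PazR. CAMK2N1 lost its call without the parental array in dasatinib or pazopanib or without PazR (up to 0.11), and SGCE without the first or the second of these (up to 0.0986). Without DasR the change was 1.66 for DOCK10 and -1.65 for SGCE.

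Genes of the cell cycle were higher in the resistant sublines than in treated parental cells. Of 34 measured genes of G2 and mitosis, 33 had a higher mean, 10 passed over all probes and 20 were higher when adjusted over the list alone, with a median change of 0.69 (camera, adjusted p = 1.44e-10). CKS2, which binds cyclin-dependent kinases, rose by 1.18, and CENPA, the histone of centromeres, by 1.15. Without the parental array in dasatinib or in pazopanib the CENPA call ended (adjusted p up to 0.0757). Of 36 genes of S phase and DNA replication, 5 passed, among them the polymerase subunit POLA2 (1.31), and 13 were higher adjusted over the list alone (median 0.46, camera adjusted p = 6.58e-05). The S phase median was 0.69 without the parental array in dasatinib, and POLA2 missed the threshold without that in pazopanib (adjusted p = 0.0612). For these lists the adjusted p = 0.785 with an estimated correlation between genes. The G2 and mitosis genes differed by a median of 0.02 between untreated replicates 1 and 2, and those of S phase by 0.12.

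NRF2 targets, which defend against oxidants, were the next list to rise: 8 of 17 measured genes passed, and adjusted over the list alone 9 were higher and 3 lower (median 0.55, or 0.35 without SunR, camera adjusted p = 0.00139, and adjusted p = 0.785 with an estimated correlation). TXN, or thioredoxin, rose by 0.76, NQO1, a quinone reductase, by 0.61, PGD, an enzyme of the pentose phosphate pathway, by 1.47, and GCLM, which helps make glutathione, by 1.05. The PGD call ended without the parental array in dasatinib or pazopanib or without PazR (adjusted p up to 0.0909), and that of GCLM without the last 2 of these (up to 0.103). The list of the amino acid and integrated stress response was higher (27 genes, median 0.38, adjusted p = 0.0206, and adjusted p = 0.785 with an estimated correlation) with none of its genes passing. This call ended without the parental array in dasatinib (adjusted p = 0.0929), the parental array in pazopanib (0.244) or SunR (0.466), and its median was 0.16 without SunR and 0.69 without the parental array in sunitinib. Genes of the neural lineage were lower (22 genes, median -0.08, or -0.14 without the parental array in sunitinib, adjusted p = 0.00554, and adjusted p = 0.678 with an estimated correlation). Their called members were MAP2, a protein of neuronal microtubules (-1.43), and SOX9, a transcription factor of cartilage and neural crest (-1.20). Adjusted over the list alone, 1 neural gene was higher and 7 were lower, and SOX9 lost its call without the parental array in pazopanib (adjusted p = 0.0509).

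Single genes of other lists passed although their lists did not. LAMB1, a laminin chain (1.30), COL12A1, a collagen chain (1.16), and LOX, a crosslinker of collagen (-1.66), changed in the list of 38 extracellular matrix genes (camera adjusted p = 0.766). LYN rose by 0.96 among 13 SRC family kinases and partners (list adjusted p = 0.869), and CCND1, or cyclin D1, by 1.5 in the output of the ERK pathway (list adjusted p = 0.313). HSP90AA1, a chaperone, rose by 1.02 in the heat shock list (adjusted p = 0.0655 for the list), H2AZ1, a histone variant, by 1.08 among histone genes (list 0.442), TIGAR, a regulator of glycolysis, by 1.40 among p53 targets (list 0.0655), and FJX1 by 1.90 among YAP targets (list 0.571). HSD17B7, an enzyme of cholesterol biosynthesis, fell by 1.13 while STARD4, a sterol carrier, rose by 0.64 (list 0.371), and the lysosomal glucosidase GAA fell by 1.22 (list 0.152). With a term in limma for the sets of arrays that part the untreated pair, added after seeing the data, HSD17B7 stood at -0.03 and GAA at -0.65. Among promoters of cell death in the BCL2 family (list 0.917), BAX (0.93) and BID (0.90) rose and BMF (-0.98) fell. The calls for STARD4 (adjusted p up to 0.117) and BAX (up to 0.126) ended without the parental array in dasatinib or pazopanib or without PazR, that of BAX also without SunR, and that of BID without any array but the parental one in sunitinib (up to 0.151). The calls for the other 12 genes held without each array in turn. In all, 5 genes passed higher and 2 lower in the heat shock list, 4 and 1 among p53 targets, 3 and 1 in the extracellular matrix, 2 and 1 among YAP targets, 1 and 1 among histone genes and 0 and 3 in the lysosome list.

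The camera adjusted p for lists of signaling was 0.574 for receptor tyrosine kinases, 0.766 for PDGF and FGF ligands, 0.657 for FOXO targets, 0.371 for RAS, RAF and MAPK components, 0.443 for PI3K, AKT and mTOR components and 0.529 for TGF-beta and BMP targets. For metabolism, stress and structure it was 0.371 for fatty acid synthesis, 0.869 for the unfolded protein response, 0.529 for hypoxia and glycolysis, 0.442 for AHR targets, 0.371 for drug efflux transporters, 0.571 for SWI/SNF subunits, 0.115 for SRF targets and the actin cytoskeleton, 0.075 for the interferon response and 0.371 for ribosomal proteins. Single genes passed in some of these lists. Among receptor tyrosine kinases 3 fell, namely PDGFRA, EPHB4 (-1.26) and FGFR4 (-0.98), and among the ligands PDGFB (-1.47). The calls ended without the parental array in pazopanib or without PazR for all but PDGFRA, and without the parental array in dasatinib for EPHB4 (adjusted p up to 0.0796) and PDGFB (up to 0.145), the latter also without DasR, while FGFR4 reached 0.0667. With the array sets as a term FGFR4 stood at -0.47. Genes passed higher and lower at 2 and 1 for PI3K, AKT and mTOR components, 1 and 2 for hypoxia and glycolysis, 2 and 0 for each of fatty acid synthesis, SRF targets and the interferon response, 0 and 2 for each of FOXO targets, TGF-beta and BMP targets and ribosomal proteins, 0 and 1 for each of RAS, RAF and MAPK components, the unfolded protein response and drug efflux transporters, and 1 and 0 for AHR targets. Lists of markers of other cells did not pass either, at 0.571 for epithelial, 0.763 for leukocyte, 0.917 for endothelial and 0.601 for myogenic genes. TNNT1, of the myogenic list, passed lower (-0.73 to -1.10 without single arrays). Its call ended without the parental array in dasatinib or pazopanib, DasR or PazR (limma adjusted p up to 0.179). None of the 5 lists called in this comparison passed with an estimated correlation, and the count of 5 was 8 without the parental array in dasatinib or without DasR. With fry, whose PValue asks whether the genes of a list move on balance in 1 direction and whose PValue.Mixed asks whether they change in either direction, 1 list (neural lineage, adjusted p = 0.0313) passed the first test and 28 passed the second. The median, the mean and the test differed in sign for 5, 8 and 6 of the 34 lists in the 3 comparisons, and none of those lists was called.

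The untreated arrays did not lie midway between the groups. Across probes, which are not independent replicates, untreated replicate 1 correlated better with the sublines (mean r = 0.982) than with treated parental cells (0.970), and untreated replicate 2 did the reverse (0.969 and 0.979). Over single arrays these r were 0.974 to 0.988 and 0.968 to 0.972 for untreated replicate 1. For untreated replicate 2 they were 0.961 to 0.975 and 0.973 to 0.984, which overlap. The untreated arrays correlated with each other at 0.983, so the division was not clean. A ribosomal RNA probe of RNA28SN5 read 8.35 in untreated replicate 1 and 11.84 in untreated replicate 2, beside 9.10 ± 0.42 (SD, n = 3) in the sublines and 12.48 ± 0.06 (SD, n = 3) in treated parental cells. Of the 2906 called probes, 86.0% differed between the untreated arrays in the direction of the call, against 60.0% of all probes. When the 2 sets of arrays, untreated replicate 1 with the sublines and untreated replicate 2 with treated parental cells, entered limma as a term (added after seeing the data), 1 probe, without a gene name here, passed, and 2166 had an unadjusted p under 0.05. The median SE of the called probes was 0.169 without this term and 0.337 with it. PDGFRA stood at -2.91 (adjusted p = 0.228) with it, and RNA28SN5 turned to 0.10, as 548 of the called probes (18.9%) turned in sign. RNA18SN5 (-0.16), CKS2 (0.63), TXN (0.37) and NQO1 (0.33) were also closer to 0. The lists of G2 and mitosis (median 0.68, adjusted p = 7.37e-09), S phase (0.42, 0.0163), NRF2 targets (0.49, 0.00281) and the neural lineage (-0.11, 0.0233) still passed. That of the stress response (0.50, 0.0903) did not. In all, 5 lists passed with the term, 4 of them also called without it.

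The count of 2906 also moved with single arrays: it was 1160 without the parental array in dasatinib, 1032 without that in pazopanib and 1569 without PazR. The methods' t-test called 39 probes after adjustment and 8271 at an unadjusted p under 0.05. Groups that did not overlap were found for 12305 probes (25.6%), where chance gives 10%. Of the called probes, 865 (29.8%) carried no gene name here.

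The second comparison set parental cells in TKI against parental cells without drug, the response of sensitive cells. Genes of the cell cycle were lower in treated cells. All 34 measured genes of G2 and mitosis had a lower mean, with a median change of -0.90 (camera, adjusted p = 7.95e-22), and 29 of them were lower adjusted over the list alone. Of 36 genes of S phase and DNA replication, 35 had a lower mean (median -0.91, camera adjusted p = 1.60e-19) and 20 were lower adjusted over the list alone. Examples were CDC20, an activator of the anaphase-promoting complex (-1.89), PTTG1, or securin (-1.18), and POLA2 (-2.05, SE 0.26, n = 3 and 2, adjusted p = 0.0529), none of which passed over all probes. For each list the adjusted p = 0.457 with an estimated correlation, and each kept its call without every single array. Lysosomal genes were higher (33 genes, median 0.23, adjusted p = 0.00153, and adjusted p = 0.773 with an estimated correlation), a call lost without the parental array in sunitinib (adjusted p = 0.0663). GAA stood at 1.40 and the protease CTSD at 1.55, neither passing over all probes, and 1 gene, GAA, was higher adjusted over the list alone. The neural list was also higher (median 0.08, adjusted p = 0.0473, and adjusted p = 0.457 with an estimated correlation). Its call ended without any array but the parental ones in pazopanib and sunitinib (adjusted p up to 0.117).

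**Figure D2:**
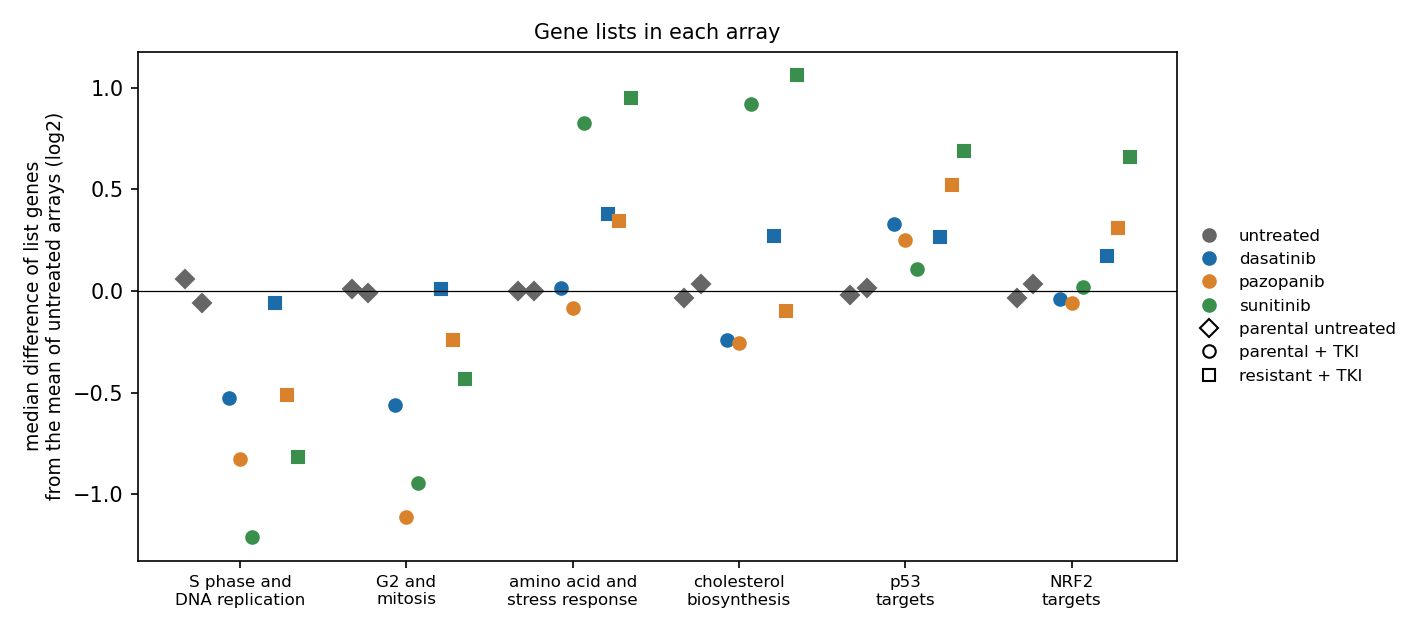
Median difference of the genes of 6 lists from the mean of the untreated arrays (log2) in each array, colored by drug and shaped by group. For S phase and DNA replication the treated parental arrays lay at -0.52 to -1.21, and for cholesterol biosynthesis both sunitinib arrays lay at 0.92 and 1.06.

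By array, the G2 and mitosis median was -0.56 in dasatinib, -1.11 in pazopanib and -0.94 in sunitinib. Over single probes, 2 passed, both higher in treated cells. The named one was FAXDC2, a fatty acid hydroxylase domain protein, at 9.28 ± 0.22 (SD, n = 3) with TKI and 7.55 ± 0.03 (SD, n = 2) without (log2 change 1.73, SE 0.20, limma adjusted p = 0.0239). Its other probe, below 6.82 in every group, differed by 0.24 (adjusted p = 0.327). Below the threshold lay TUBA1C, an alpha tubulin (-1.40), GMPPB, which makes GDP-mannose (-1.05), H2AZ1 (-0.98) and the centromere gene CENPO (-0.78), with adjusted p from 0.117 to 0.133. Other probes stood at -0.80 for TUBA1C, -1.0 and -0.13 for GMPPB and -0.57 for CENPO. No probe passed lower, where limma gave 5962 probes at an unadjusted p under 0.05 in both directions together and the methods' t-test 4463, with 0 after adjustment. PDGFRA differed by 0.17 (SE 0.27, adjusted p = 0.845), and by -0.037 without untreated replicate 2. Its second probe stood at 0.73 (SE 0.32, unadjusted p = 0.0381, limma adjusted p = 0.368), with every treated array above the untreated ones. The count of 2 rested on single arrays. It was 0 without untreated replicate 1, the parental array in pazopanib or PazR, 1 without the parental array in dasatinib, 228 without untreated replicate 2 and 580 without the parental array in sunitinib. FAXDC2 lost its call without the first 3 of these or without the parental array in dasatinib (adjusted p up to 0.515). With the array set as a term limma called 0 probes (4278 at an unadjusted p under 0.05), while the G2 and mitosis (-0.90, adjusted p = 6.01e-18), S phase (-0.85, 1.52e-14) and lysosome (0.25, 0.00992) lists passed and the neural list did not (0.09, 0.0880).

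The third comparison set the resistant sublines in drug against parental cells without drug, so these groups differ in drug as well as in resistance. Here 133 probes passed in limma, 76 higher and 57 lower in the sublines, in 102 named genes. PDGFRA fell by 2.31 (SE 0.27, n = 3 and 2, adjusted p = 0.00204), and by 2.68 by its second probe. SCRG1 (-2.97), RGS17 (-2.77), RADX (-2.32) and CDH19 (-2.18, ending at 6.59) fell here too, with MMP1, an interstitial collagenase (-2.81), ASB9, a SOCS box protein (-2.67), PLS1, which bundles actin (-2.28), PEG10, an imprinted gene of retrotransposon origin (-2.08), and RNF128, a ubiquitin ligase (-2.03). The highest of the called genes were ATP1B1 (3.42 from an untreated signal of 6.49, SE 0.42, adjusted p = 0.00296), AKR1C4 (3.27), S100P, a calcium-binding protein (2.91), COXFA4L3 (2.85), HPD, an enzyme of tyrosine breakdown (2.56), PPP2R2C (2.53), RANBP3L (2.46), MSX1 (2.45), NCOA7, a coactivator of nuclear receptors (2.38), and CYFIP2, a part of the WAVE complex that drives actin assembly (2.22). Other probes of these genes stood at 1.74 for ATP1B1, -0.18 for AKR1C4, 2.57 and 0.26 for COXFA4L3, 1.82, -0.06 and -0.12 for PPP2R2C, 1.62 for RANBP3L, 0.63 and 0.00 for CYFIP2, -1.96 for ASB9, -1.78 for PLS1, -0.24 for CDH19, -0.70 and 0.05 for PEG10 and -0.14 and -0.12 for RNF128. S100P, HPD and NCOA7 also had higher means in treated parental cells (9.77, 11.14 and 9.04) than without drug (7.87, 9.82 and 8.04), without passing there. AKR1C4 (8.05 and 8.29) and PPP2R2C (6.89 and 7.03) did not. In parental cells in sunitinib S100P read 10.95, above DasR (10.22) and PazR (10.71).

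LAMB1 (1.5), COL12A1 (1.13), TIMP2, an inhibitor of metalloproteinases (1.76), and LYN (1.17) also rose, and MAP2 (-1.81) and LOX (-1.54) fell. The LOX call held only without DasR or the parental array in sunitinib (adjusted p up to 0.463 without the other arrays). The calls for PPP2R2C, SCRG1, RGS17, ASB9, PLS1, RNF128, LAMB1 and LYN held without each array in turn. Without untreated replicate 2 the calls ended for ATP1B1 (adjusted p = 0.118), AKR1C4 (0.0985), COXFA4L3 (0.116), RANBP3L (0.30), CYFIP2 (0.130), MMP1 (0.106), CDH19 (0.194), COL12A1 (0.0597), TIMP2 (0.0962), MAP2 (0.130) and the second PDGFRA probe (0.0568). S100P (up to 0.449), HPD (up to 0.192), RADX (up to 0.340) and PEG10 (up to 0.0888) lost theirs without either untreated array, and S100P without PazR as well. MSX1 (up to 0.688) and NCOA7 (up to 0.487) lost theirs without either untreated array, PazR or the parental array in dasatinib, and MSX1 also without either other treated parental array.

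The lists of the amino acid and integrated stress response, p53 targets and NRF2 targets were higher in the sublines. All 27 measured genes of the amino acid and integrated stress response had a higher mean (median 0.57, camera adjusted p = 6.45e-09, and adjusted p = 0.506 with an estimated correlation). CTH, which makes cysteine, passed at 1.88 (adjusted p = 0.0111, and 0.255 without untreated replicate 2), and 2 genes were higher adjusted over the list alone. The p53 targets were higher (21 genes, median 0.42, adjusted p = 7.74e-08, and adjusted p = 0.455 with an estimated correlation), with 8 higher adjusted over the list alone and none over all probes. Examples were PHLDA3, an inhibitor of AKT (0.78), and the death receptor TNFRSF10B (0.95). NRF2 targets were higher (17 genes, median 0.35, adjusted p = 1.85e-07, and adjusted p = 0.455 with an estimated correlation), 2 of them adjusted over the list alone, led by PGD at 1.77 (adjusted p = 0.0525) and HMOX1, or heme oxygenase (0.83). S phase genes were lower (36 genes, median -0.47, adjusted p = 7.74e-08, and adjusted p = 0.506 with an estimated correlation), 1 of them, the clamp loader subunit RFC3 (-1.06), adjusted over the list alone. By array the S phase median was -0.06 in DasR, as in untreated replicate 2 (-0.06), -0.51 in PazR and -0.82 in SunR. These 4 calls held without each array in turn, with a median of -0.28 for S phase and 0.23 for NRF2 targets without SunR. Other lists of stress and metabolism did not pass, with adjusted p = 0.293 for the unfolded protein response (median -0.22), 0.383 for heat shock, 0.727 for hypoxia and glycolysis and 0.0980 for fatty acid synthesis.

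Another 5 lists passed by less. AHR targets (9 genes, median 0.26, adjusted p = 0.0115, and adjusted p = 0.455 with an estimated correlation), cholesterol biosynthesis (20 genes, 0.53, 0.0239, and adjusted p = 0.725 with an estimated correlation) and YAP targets (23 genes, 0.11, 0.0444, and adjusted p = 0.506 with an estimated correlation) were higher. Genes of G2 and mitosis (34 genes, -0.21, 0.0255, and adjusted p = 0.731 with an estimated correlation) and SWI/SNF subunits (23 genes, -0.13, 0.0454, and adjusted p = 0.506 with an estimated correlation) were lower. None of their genes passed over all probes. Adjusted over the list alone, 2 AHR targets were higher, 3 YAP targets were higher and 1 lower, and 0 genes passed in the other 3 lists. Without SunR all 5 calls ended (adjusted p = 0.0881, 0.689, 0.333, 0.389 and 0.333 in the order given), and the medians were 0.04 for cholesterol, 0.06 for YAP and -0.09 for G2 and mitosis. The last was -0.36 without DasR. Without untreated replicate 1 the cholesterol (0.298), YAP (0.292), G2 and mitosis (0.292) and SWI/SNF (0.292) calls ended. The AHR call ended without untreated replicate 2 (median 0.12, adjusted p = 0.0503), the SWI/SNF call also without that array (0.0672) or the parental array in pazopanib (0.0504), the YAP call also without the parental array in sunitinib (0.0596), and the G2 and mitosis call also without PazR (0.0903). The count of 9 lists was 5 without untreated replicate 1, 4 without SunR and 0 with an estimated correlation.

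The count of 133 was 446 without untreated replicate 1, 35 without untreated replicate 2 and 262 without DasR. With the array set as a term, which compares the sublines with untreated replicate 1, 31 probes passed (12 higher and 19 lower, 30 of them among the 133). They included PDGFRA (-2.52, adjusted p = 0.0228), SCRG1 (-3.28), RGS17 (-2.96), ASB9 (-2.85), PLS1 (-2.30), RNF128 (-2.03), PPP2R2C (2.40), LAMB1 (1.39), LYN (1.24), the actin cap TMOD1 (-1.22) and the transcription factor SOX4 (1.63). The lone untreated array is then assumed to vary like the others. Of the 9 lists, AHR targets (adjusted p = 0.0534) and SWI/SNF subunits (0.0671) did not pass with this term. The methods' t-test called 0 probes after adjustment and 2695 at an unadjusted p under 0.05.

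The first comparison and the third share the sublines, and they called 70 probes higher and 52 lower in both, where independent lists of these sizes would share 2.06 and 1.90. No probe was called in opposite directions. The covariance of the changes was 0.0546, against a mean of 0.0136 in 100 simulations of unchanged groups with the same shared arrays. The first comparison and the second share the treated parental arrays with opposite sign, and their covariance was -0.0666, against -0.0137 in the simulations. H2AZ1, called higher in the first, read 13.72 in the sublines, 13.62 without drug and 12.64 in treated parental cells. PPP2R2C read 9.57, 7.03 and 6.89 in this order. The simulations drew independent noise without array sets, so they cannot tell a set difference, which enters all 3 comparisons, from resistance. Over all probes, each scaled to the same mean and spread, the sublines lay at a mean Euclidean distance of 330.6 from treated parental cells and 292.6 from untreated ones, a ratio of 1.13 (SD 0.05 over the 3 sublines). The exact permutation test gave p = 0.1 (two-sided), the smallest that the 10 splits of the 5 parental arrays allow. The distance from the sublines was 264.7 to untreated replicate 1 and 320.5 to untreated replicate 2. From treated parental cells the mean distances to these arrays were 321.6 and 316.4, and the untreated arrays lay 293.5 apart. Untreated replicate 2 was thus nearer to untreated replicate 1 than, on average, to the treated parental arrays. Divided into 2 clusters by average linkage, untreated replicate 1 fell with the sublines and untreated replicate 2 with the treated parental arrays. With 3 clusters untreated replicate 2 fell with parental cells in sunitinib, apart from those in dasatinib and pazopanib.

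Drugs at the same dose of 5 µM are given side by side without a test, since each had 1 array per cell type. Parental cells differed from the untreated mean by over 1 (log2) at 673 probes in dasatinib, 1203 in pazopanib and 592 in sunitinib, and the untreated arrays differed from each other by as much at 614. The subline in the same drug differed from the parental cells at 2131, 1622 and 1680 probes, counts that also cross the array sets described above. Within those sets, DasR, PazR and SunR differed from untreated replicate 1 at 501, 339 and 955 probes. Parental cells in the same drugs differed from untreated replicate 2 at 677, 1210 and 439. How much of the larger counts belongs to the sets cannot be told. Between parental cells in dasatinib and in pazopanib 15 probes differed by over 1, between dasatinib and sunitinib 549, and between pazopanib and sunitinib 640. PDGFRA in the subline minus the parental cells in the same drug was -2.97 for DasR, -2.13 for PazR and -2.35 for SunR.

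Copy number arrays of the study, not analysed here, found chromosome changes in DasR, and the expression signal of genes in those regions can be read in all 3 sublines. Genes of distal 17q, from the band of the HOXB cluster to the end of the chromosome, were higher in DasR than in PazR and SunR, with a median difference of 0.30 (log2, SD 0.45 over 284 genes in the brighter 50% of the probes, 214 of them higher), and of 0.11 over all 404 genes. That median lay above all of 10000 random lists of genes of like mean signal, whose 95% range was -0.03 to 0.05. Genes of 13q had a median of -0.16 (SD 0.51 over 216 genes in the brighter 50%, 148 lower), below all random lists, and of -0.046 over all 346 genes. Against the untreated arrays the DasR medians were 0.28 and -0.12. PazR and SunR against the untreated arrays had medians of -0.02 and -0.06 on 17q, at percentiles 30.9 and 7.78, and of 0.04 and 0.00 on 13q, at percentiles 99.0 and 85.3. Over whole chromosomes, 13 (-0.16) and 17 (0.10) had the medians farthest from 0 in DasR.

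**Figure D3:**
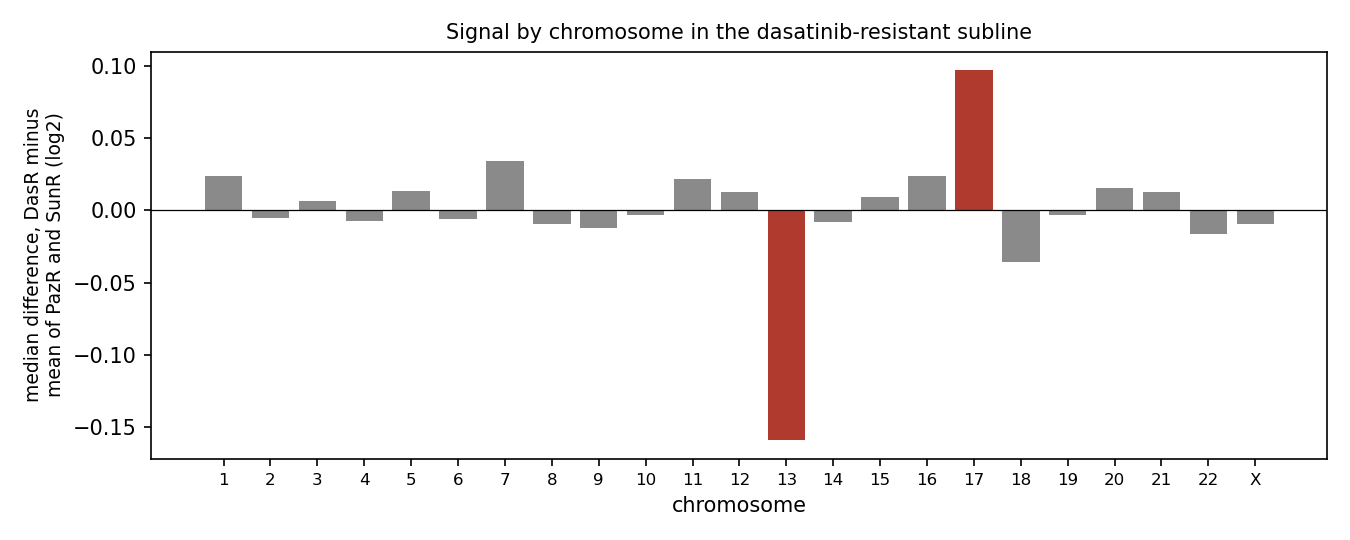
Median difference between DasR and the mean of PazR and SunR (log2) over the genes of each chromosome, for the brighter 50% of the probes (bars from 0). Chromosome 13 lay at -0.16 and chromosome 17 at 0.10.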

Values the study reported

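The study reported that, apart from a focal SMARCB1 deletion at 22q11.23, copy number arrays showed no alterations in parental A204 cells. In DasR alone it reported gains over 17q21.32-q25.3 and a loss of the entire 13q arm.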

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

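The array set as a term and, for single drugs, untreated replicate 2 as the reference were chosen after the results were seen, and the other alternatives were set before. Of 834 values of named genes under alternatives, 643 kept their direction and side of the threshold, 187 kept their direction without passing, 2 ranks of PDGFRA moved and 2 values turned. Of 1426 for named list members 981 kept both, 442 kept the direction alone and 3 turned, and of 211 for called lists 146 kept both and 65 the direction alone. With the array set as a term, RNA28SN5 (0.10), KLF15 (0.12), CLSPN (-0.33) and ZMAT3 (0.22) turned between sublines and treated parental cells, and without untreated replicate 2 PDGFRA turned to -0.037 between treated and untreated cells (up to 0.39 without single arrays). The 2906 probes of the first comparison became 1032 to 3890 without single arrays, 1436 with 1 probe per gene (fewer tested), 780, 333 and 4897 without both dasatinib, both pazopanib and both sunitinib arrays, 39 and 8271 by the methods' t-test with and without adjustment, and 1 with the array set as a term. The 2 probes of the second comparison became 0 to 580 without single arrays, 0 without the intensity trend, 0 in the brighter 50% of the probes, 0 and 4463 by the methods' t-test, and 0 with the array set. By limma 5962 of its probes had an unadjusted p under 0.05. The 133 of the third became 35 to 446 without single arrays, 58 without the trend, 67 with only the 5 resistant and untreated arrays, 0 and 2695 by the methods' t-test, and 31 with the array set. The 5, 4 and 9 lists called in the 3 comparisons became 0, 0 and 0 with an estimated correlation, 1, 0 and 0 by fry in 1 direction, and 28, 13 and 10 by fry in either direction, where 4, 4 and 3 of the called lists were among them. Without single arrays they were 4 to 8, 3 to 6 and 4 to 13. The distance ratio of 1.13 became 1.27 without scaling the probes, 1.19 in the brighter 50% of the probes, 1.25 with the untreated arrays averaged, and 1.03 to 1.24 without single arrays. The DasR median on 17q became 0.11 (404 genes), and that on 13q -0.046 (346 genes), when dim probes were kept, and that on 13q -0.12 against the untreated arrays. Apart from the smaller number of probes or arrays where named, the cause was not tested. The drug block gave 3713 probes in the first comparison and the same 5 lists. Ranked by limma over 20046 genes, each by its brightest probe, PDGFRA was 12 from the lowest. Its brightest probe (-2.48) changed less than its second (-3.42), which was not ranked. By Signal2Noise it was 32 with the floor on the SD that the ranking software applies, and 139 without. The SMARCB1 probe (6.82) shows how high the signal of a deleted gene can read, so low signals limit what can be seen.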

Other observations

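Both sunitinib arrays differed from the arrays of the other drugs in genes of cholesterol biosynthesis and of the amino acid and integrated stress response, values that were looked for after seeing the medians by array. Against the mean of the untreated arrays, the 20 measured genes of cholesterol biosynthesis had a median of 0.92 in parental cells in sunitinib and 1.06 in SunR. In dasatinib and pazopanib the medians were -0.24 and -0.25 in parental cells, 0.27 in DasR and -0.10 in PazR. HMGCS1, an early enzyme of the pathway, stood at 2.25 in parental cells in sunitinib and 2.55 in SunR, and DHCR7, a late one, at 2.41 and 1.95. INSIG1, which senses sterols, stood at 1.95 and 2.21. The 27 genes of the amino acid and integrated stress response had medians of 0.83 and 0.95 in the sunitinib arrays, all 27 of them higher in each, and 0.38 and 0.34 in DasR and PazR. In parental cells in dasatinib and pazopanib they were 0.02 and -0.08. The asparagine synthetase gene ASNS stood at 2.11 and 2.55 in the sunitinib arrays, TRIB3, a pseudokinase of that response, at 1.52 and 2.14, and PSAT1, an enzyme of serine synthesis, at 1.60 and 1.91. Each is a difference of single arrays, without a test.

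Lysosomal genes had medians of 0.21, 0.20 and 0.39 in parental cells in dasatinib, pazopanib and sunitinib, and of -0.12, 0.18 and 0.35 in DasR, PazR and SunR. For p53 targets parental cells lay at 0.33, 0.25 and 0.11 and the sublines at 0.26, 0.52 and 0.69 in the same order, and for NRF2 targets parental cells at -0.04, -0.06 and 0.02 and the sublines at 0.17, 0.31 and 0.66. Fatty acid synthesis genes lay at -0.09, -0.13 and 0.08 in parental cells and at 0.18, 0.03 and 0.70 in the sublines.

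Tests on the array sets, on the label of untreated replicate 1, on the cell cycle genes against untreated replicate 2 and on the scaling were chosen after the results were seen. Those on 17q and 13q and the count over other splits were set before.

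The 2906 probes called between the sublines and treated parental cells go with a division of the arrays that also parts the untreated pair: 86.0% of them differed in the same direction between untreated replicates 1 and 2, and the deposited order of samples lists the same 4 arrays together. A difference between these sets of arrays, in handling or in culture, may thus be part of the cause, and the median change of the called probes was 0.86 without and 0.38 with the set as a term, which turned the sign of 548 of them (18.9%). Against the sets as the whole cause, 31 probes, PDGFRA among them, passed between the sublines and untreated replicate 1 within 1 set. Against a subline mislabeled as untreated replicate 1, PDGFRA in that array lay 2.06 (log2) above the highest resistant array. The 10 splits of the 6 arrays are too few for a share under 0.05 (2906 probes in the real split, the 1 with as many, and 0 at most in the others), so how much of the count belongs to resistance stays open.

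Genes of S phase and mitosis were lower in all 3 treated parental arrays. Against the array sets as the whole cause, the highest of the 3 medians over both lists was -0.52 against untreated replicate 2 alone, the array that the set term puts with the treated ones. Slower division of sensitive cells under a TKI is a candidate explanation. The paper reports that these TKIs lowered the viability of parental A204 cells, and it describes their effect alone as strongly cytostatic. Those were viability assays, and whether slower division accounts for the signals of these arrays was not tested here. The median relative to genes of like mean signal, -0.86, cannot tell whether the scaling of the arrays plays a part, since quantile normalization left it little room to move. Culture density and time in drug, not given in the sources used here for these arrays, stay open, as do the calls with an estimated correlation (adjusted p = 0.457).

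Genes of distal 17q and of 13q in DasR lay at percentiles 100 and 0 of random lists against the other sublines, in the brighter 50% of the probes and over all genes. Against the explanation that PazR and SunR differ rather than DasR, the percentiles were 100 and 0 against the untreated arrays too. The shifts may therefore reflect the copy number changes of this subline carried into its RNA, as a hypothesis. Each rests on 1 array of DasR, so a difference in that array that follows chromosomes by another route was not tested.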
